A study of Brachypodium distachyon and Sorghum bicolor and Panicum virgatum with 44 samples. Its data were reported in "Analysis of Brachypodium miRNA targets: evidence for diverse control during stress and conservation in bioenergy crops" (2018).

How the data were processed

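Above ground tissue of Brachypodium was measured by RNA-seq and PARE under control, drought, cold, submergence and heat conditions, and PARE libraries of tissues, of cold treatment and of its control were measured in sorghum and switchgrass. Groups and replicate numbers were taken from the sample labels. All 44 samples were mapped, 10 of RNA-seq and 34 of PARE.

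The authors mapped RNA-seq reads to the Brachypodium distachyon v3.1 genome with STAR and deposited RSEM expected counts and TPM values per gene, 34310 genes in each of the 10 files. The versions of these programs are not stated. The expected counts are estimates that need not be whole, and from 13.3% to 15.6% of the values per library were not whole. The deposited TPM values are scaled to the total of each library and keep no depth. For PARE, the authors trimmed the reads, mapped them with Bowtie without mismatches, and compared the reads at predicted target sites with the other PARE reads of the transcript. Sites were predicted with psRNATarget and TargetFinder, from annotated miRNAs in Brachypodium and sorghum and from miRNAs that match known ones in switchgrass, whose transcripts, like those of sorghum, were first selected as homologs of Brachypodium targets with PARE reads. The deposited tables give the psRNATarget expectation and the TargetFinder score as scores, the abundance in TP10M rounded to whole numbers (used as a score here, not as counts), the rank, the share of the PARE abundance of the transcript as a fraction, the prominence level and the library named for the site. They hold 1 value per site, and how the values of several libraries were combined and what the library name records are not stated, so no mean, SD or n is given for them, and the depth behind each value is unknown. The last base of each predicted site lay 9 bases past the cleavage position.

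What the level column was made from was tested on the tables. The abundance filter passed at 10 TP10M and above and failed at 9 and below, and the rank filter passed ranks 1 and 2. The peak filter passed from 20.0% and failed at up to 19.7% in Brachypodium, and these rules gave the deposited level at all 25863, 7435 and 3169 sites of the 3 species. The deposited level was used throughout, and a peak criterion of 10% is an alternative.

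Expected counts were rounded to whole numbers. Genes were kept by filterByExpr (23494 genes), libraries were scaled by TMM (factors from 0.825 to 1.22), and edgeR 4.0.16 was used for the quasi-likelihood test in R 4.3.3, with all 10 libraries in 1 fit with no covariate, since all groups then share an estimate of the spread. Each stress was compared with control and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Standard errors are the log2 fold change divided by the square root of F. CPM values are TMM scaled. A fold change against a group with at most 3 counts in both libraries was computed against 3 counts, from the library of the other group that gave the smaller fold, and is a lower bound. Set tests used camera with a preset correlation of 0.01, and fry, of limma 3.58.1, on log2 CPM with a prior count of 2. DESeq2 1.42.0 was an alternative, and an adjusted p it gave as missing was kept missing. Overlaps were set beside 10 simulations of unchanged groups with the real library sizes and dispersions. Site tables were tested with Fisher's exact test and 95% Wilson intervals, and correlations across genes with 100000 permutations, in Python 3.11.15 with scipy 1.17.1.

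The designs, the alternatives, the 21 conserved families and the rule for named genes were set before the data were examined. The rule took the listed genes of the study, the 2 largest rises and 2 largest falls per stress among genes with an adjusted p under 0.05, a mean of at least 10 CPM and both stress libraries on the same side of both controls, the 3 Level 4 sites of highest abundance per species, and AGO1a. The list was written down as 8 genes and 48 tests between stresses; it holds 9 genes, so 54 tests were run. For the Level 3 and 4 genes the planned correlation with having a read is undefined, since all of them have one, and being at Level 3 or 4 against Level 0 was used. Alternatives were other tools, scalings, filters and thresholds, a replicate block, each library left out in turn, other level criteria, and counting each miRNA and site pair.

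The count methods were tested on simulated data drawn from the means, dispersions and library sizes of the real libraries. With 200 of 23494 genes changed, 80 were recovered among 22760 tested, with 4 false calls (4.76% of calls) and a slope of 0.997 of fitted on simulated log2 fold changes; a group with no changed genes gave 0 calls. A recovery of more than 100 of the 200 genes had been required when the test was first set up, and it was not met; that requirement was dropped after the result was seen, in favour of limits on the slope, the false share and the set test. The missed genes were mainly the small changes: 63 of 97 genes changed 4-fold and 17 of 103 changed 2-fold were recovered, 42 of 44 among 4-fold genes with at least 10 CPM, and 182 of the 200 had an unadjusted p under 0.05. With 4699 genes changed, 76.1% were recovered and 3.92% of calls were false. The classic exact test recovered 113 of the 200 genes with 32 false calls. The set test of limma detected a set of 200 genes shifted by 0.30 on the log2 scale and made no call for an unshifted set. Genes were drawn independently of each other, so this does not show how the set test behaves with correlated genes. The level rule was recovered at all 20000 simulated sites, which were labelled by the same rule, so this checks the computation only. The stratified odds ratio was 0.985 for a simulated 1 and 1.99 for a simulated 2.

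Changes in PARE abundance between stress and control, with the filters of the study, were not analysed here, since the tables hold no values per library. Gene names and coordinates are not used here beyond the annotation the study gives for its listed genes.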

Results

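The deposited data covered miRNA-guided cleavage and mRNA abundance in 3 grasses: Brachypodium distachyon (a small temperate model grass), sorghum and switchgrass. Cleavage was measured by Parallel Analysis of RNA Ends (PARE), which sequences the 5′ ends of uncapped RNA fragments, so that cleavage guided by a miRNA leaves reads that begin within the predicted target site. There were 34 PARE libraries, 14 from Brachypodium, 10 from sorghum and 10 from switchgrass, and 1 table of predicted target sites was deposited per species, with 1 abundance and 1 library name for each site and no values per library. The Brachypodium table names 10 of the 14 Brachypodium libraries and 4 libraries that are not samples of this series, which are named for 1464 of its 9788 sites with a PARE read. RNA-seq was performed on 10 Brachypodium libraries of above ground tissue, with 2 biological replicates each of control plants and of plants exposed for 12 h to drought, cold (4 °C), submergence or heat (40 °C). Total expected counts of replicates 1 and 2 were 12368365 and 14327937 in control, 9885357 and 10774168 in drought, 13983129 and 13409482 in cold, 12387471 and 13866005 in submergence, and 14640431 and 17978729 in heat. The correlation of log2 CPM across genes between replicates was from 0.976 in cold to 0.988 in control, and genes are not independent replicates. The gene IDs of the files were matched to none of the 31335 genes of the reference gene list, so genes are given by their IDs, with the study's own annotation where it has one, and no genome coordinates are used here.

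The first question was how many predicted sites carried PARE evidence and how prominent it was. A site was a transcript and a cleavage position, counted once however many miRNAs were predicted for it. Its prominence level was 0 with no PARE read and otherwise 1 plus the number of criteria passed, which were the abundance at the site in TP10M (the study's unit, scaled to a fixed total of reads per library), its rank among PARE positions of the transcript, and its share of the PARE abundance of the transcript. In Brachypodium 9788 of 25863 predicted sites (37.8%, 95% Wilson interval 37.3 to 38.4%) had a PARE read, in 7196 transcripts. Of these, 9151 were at Level 1, 440 at Level 2, 137 at Level 3 and 60 at Level 4. In sorghum 1852 of 7435 sites (24.9%, 23.9 to 25.9%) had a PARE read, with 1708 sites at Level 1, 72 at Level 2, 44 at Level 3 and 28 at Level 4. In switchgrass 1474 of 3169 sites (46.5%, 44.8 to 48.2%) had a PARE read, with 1284 at Level 1, 70 at Level 2, 65 at Level 3 and 55 at Level 4. These counts are higher at each of these levels than those the paper gives for switchgrass, and the cause is not known. All switchgrass results here rest on the deposited values. The abundance column was in whole TP10M and the median over sites with a read was 1 TP10M in each species, the lowest value above 0 in the tables. Counting as evidence only sites with at least 2 TP10M left 1661 sites in Brachypodium, 300 in sorghum and 268 in switchgrass, and this moved the counts more than any other setting. The intervals cover counting error only.

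Sites at Level 3 or 4 were 2.01% of the sites with a PARE read in Brachypodium (197 sites, 1.75 to 2.31%), 3.89% in sorghum (72 sites, upper bound 4.87%) and 8.14% in switchgrass (120 sites, 6.85 to 9.65%). All 3 pairs of species differed in Fisher's exact test (two-sided, across sites of the tables and not across replicates), with odds ratios of 4.32 for switchgrass against Brachypodium (Benjamini-Hochberg adjusted p = 3.37e-29), 2.19 for switchgrass against sorghum (adjusted p = 4.11e-07) and 1.97 for sorghum against Brachypodium (adjusted p = 4.23e-06). The tables were built from different miRNA lists and different libraries in each species.

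**Figure D1:**
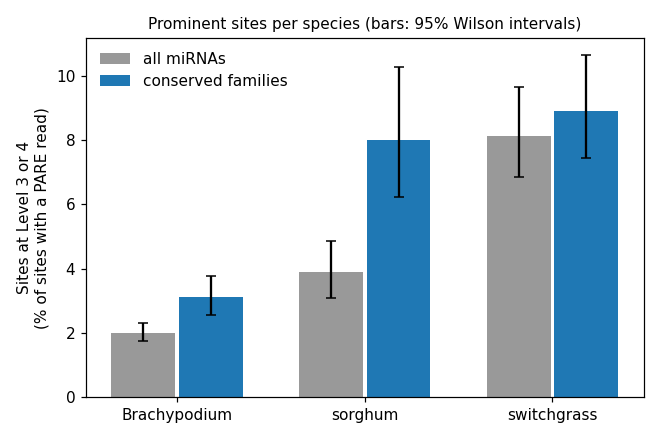
Percentage of sites with a PARE read that were at Level 3 or 4 (vertical axis) in each species, for sites of all miRNAs (grey) and of the conserved miRNA families (blue), with 95% Wilson intervals as error bars. Over all miRNAs the share was 2.01% in Brachypodium, 3.89% in sorghum and 8.14% in switchgrass.

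The Level 4 sites of highest abundance belonged to conserved miRNA families in all 3 species. In Brachypodium they were position 849 of Bradi5g20607.1 with miR396 (4490 TP10M, 83.5% of the PARE abundance of the transcript), position 1235 of Bradi3g57320.1 with miR169 (1965 TP10M, 69.2%) and position 1405 of Bradi1g78230.1 with miR171 (1775 TP10M, 65.7%). In sorghum all 3 were predicted for miR160, at position 1470 of Sobic.004G221400.1 (78134 TP10M, 93.9%), position 1848 of Sobic.001G217300.1 (3110 TP10M, 89.7%) and position 1397 of Sobic.010G236300.1 (1893 TP10M, 50.1%). In switchgrass they were position 712 of Pavir.6KG319400.1 with miR408 (7768 TP10M, 64.5%) and, with miR160, position 1769 of Pavir.9KG184300.1 (81.5%) and position 1016 of Pavir.9NG296900.1 (78.5%). The last pair had the same abundance of 2474 TP10M and the same library name, so whether these are separate reads is not known. Positions are counted along the transcript as in the deposited tables.

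The relation between prediction score and PARE evidence was tested next. psRNATarget gives each site an expectation, which is lower for better complementarity, and TargetFinder gives a score of the same kind. In Brachypodium 71 of 2001 sites with an expectation of at most 3 were at Level 3 or 4 (3.55%), against 106 of 21734 sites above 3 (0.488%), an odds ratio of 7.51 (adjusted p = 2.53e-30, Fisher's exact test, two-sided, 12 tests in the family, across sites). In sorghum 30 of 674 sites with an expectation of at most 3 and 25 of 6256 sites above 3 were at Level 3 or 4 (odds ratio 11.6, adjusted p = 9.26e-17). In switchgrass the shares were 35.1% and 0.809% (odds ratio 66.3, adjusted p = 9.09e-65). Sites predicted by both programs against 1 program were also more often at Level 3 or 4, with odds ratios of 7.47 in Brachypodium, 7.65 in sorghum and 28.6 in switchgrass. The share of sites with any PARE read went another way in Brachypodium, where it was 27.2% at an expectation of at most 3 and 39.9% above 3 (odds ratio 0.562, adjusted p = 8.54e-30). With 1 site per transcript drawn at random, an alternative added after seeing the data, this odds ratio was 0.620 (adjusted p = 5.77e-10; 2.24e-23 to 0.150 over the 5 alternatives), with a median of 0.652 over 200 draws. The highest p was for the site of highest level in each transcript (odds ratio 0.899), which chooses sites by the outcome and so cannot decide the relation. In sorghum the shares with any read were 22.7% and 25.1% (odds ratio 0.875, adjusted p = 0.190), and the direction depended on how sites were counted. With each miRNA and site pair counted the odds ratio was 1.28 (adjusted p = 0.00252; 0.000808 to 0.422 over the 5 alternatives). Pairs count the same site more than once, so this p cannot show a reversal. With 1 site per transcript drawn at random the odds ratio was 1.13 and not past the threshold (adjusted p = 0.422). In switchgrass they were 82.7% and 43.2% (odds ratio 6.28, adjusted p = 3.40e-27).

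Sites of 21 conserved miRNA families were compared between Levels 3 and 4 and Level 1. In Brachypodium 51.3% of 197 sites at Level 3 or 4 (44.3 to 58.2%) belonged to these families, against 32.5% of 9151 sites at Level 1 (odds ratio 2.18, adjusted p = 1.33e-07, Fisher's exact test, two-sided). In sorghum the shares were 77.8% of 72 sites and 35.8% of 1708 sites (odds ratio 6.27, adjusted p = 6.74e-12). In switchgrass, whose miRNAs were all found by sequence homology, they were 90.0% of 120 sites and 81.4% of 1284 sites (odds ratio 2.06, adjusted p = 0.0176), and with each miRNA and site pair counted the odds ratio was 1.37 and not past the threshold (adjusted p = 0.101; 0.000242 to 0.101 over the 2 alternatives). The odds ratios with pairs were 3.84 in Brachypodium and 11.1 in sorghum. With passenger arms not counted as conserved they were 3.76 in Brachypodium, 6.16 in sorghum and 2.83 in switchgrass.

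The tables were joined with the RNA-seq libraries by gene to ask whether a read at a predicted site followed the abundance of the mRNA. All 25863 Brachypodium sites had a TPM value. The share of sites with a PARE read rose from 4.48% in the lowest of 10 bins of sites by mean TPM (median 0.0150 TPM) to 77.2% in the highest bin (median 98.0 TPM). The share at Level 3 or 4 was between 0.619% and 0.966% in all 10 bins. This does not show that prominent cleavage is independent of mRNA abundance. The rank and share criteria are relative to the PARE reads of the same transcript. The TPM values are of above ground tissue. Libraries outside this series, which the paper lists as root, leaf, stem and panicle, were named for 52.3% of sites at Level 3 or 4. Across 14502 genes at Level 0 or 1, Spearman's rho between mean log2(TPM + 1) and having a PARE read was 0.575 (permutation p = 1e-05, the smallest that 100000 permutations can give). Across 8101 genes at Level 0 or at Level 3 and 4, rho between mean log2(TPM + 1) and being at Level 3 or 4 was 0.0740 (permutation p = 1e-05, the smallest possible). A value above 0 is built into this last comparison, since genes at Level 0 become fewer as TPM rises. The median TPM was 1.30 for genes at Level 0, 20.4 for genes with Level 1 as their highest level and 6.86 for genes at Level 3 or 4. Both relations are across genes, which are not independent replicates. The setting that moved rho most was a mean TPM of at least 1, with 0.404 across 10532 genes at Level 0 or 1.

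**Figure D2:**
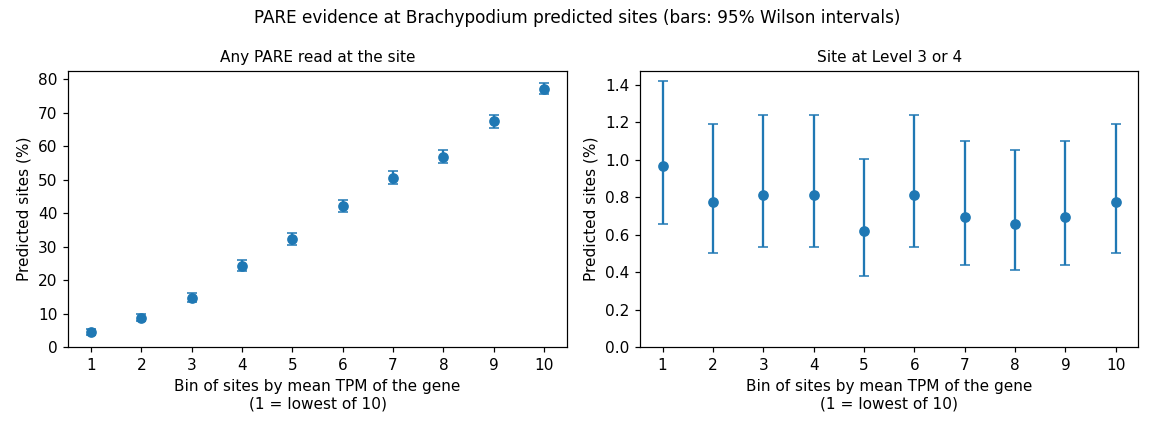
Percentage of Brachypodium predicted sites (vertical axes) with any PARE read (left) and at Level 3 or 4 (right) by bin of sites ordered by the mean TPM of the gene over the 10 RNA-seq libraries (horizontal axes), with 95% Wilson intervals as error bars. The left share rises from 4.48% to 77.2%, and the right share stays between 0.619% and 0.966%.

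Changes in mRNA abundance were tested for 23494 genes with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, each stress against the same 2 control libraries. In drought 15259 genes had an adjusted p under 0.05, of which 7552 were higher and 7707 lower than in control. In submergence there were 7393 genes, 3503 higher and 3890 lower. In cold there were 5127 genes, 2864 higher and 2263 lower, and in heat 3973 genes, 1928 higher and 2045 lower. With a log2 fold change of at least 1 in size as well, 11115 genes remained in drought, 3823 in submergence, 3370 in cold and 2013 in heat. An unadjusted p under 0.05 gave 16052 genes in drought, 10111 in submergence, 8183 in cold and 7768 in heat. The stress and control libraries did not overlap for 84.4% of genes in drought, 70.3% in submergence, 65.9% in heat and 65.5% in cold, where chance gives 33.3% for 2 against 2. The split by direction depended on how libraries were scaled. Scaling by library size alone moved the median log2 fold change of all tested genes by -0.28 in drought, -0.28 in cold, 0.20 in submergence and 0.16 in heat relative to TMM scaling. The share of calls that were higher in the stress then became 39.1% in drought (49.5% under TMM), 28.8% in cold (55.9%), 66.8% in submergence (47.4%) and 69.9% in heat (48.5%). Upper quartile scaling gave 38.7% in cold. Changes are given relative to TMM scaling below.

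The files do not pair the gene IDs with names. The 2 largest rises and 2 largest falls of each stress, among genes with a mean of at least 10 CPM and separated libraries, were as follows. In drought, Bradi2g19170 was at 97.9 ± 34.3 CPM (SD, n = 2) with no count in either control library, at least 335-fold higher in each library, and Bradi4g19525 was at 47.2 ± 22.5 CPM, at least 142-fold higher in each. Bradi1g08988 fell from 20.1 CPM to counts of 0 and 2, at least 56.3-fold lower than in each control library, and Bradi3g48770 had a log2 fold change of -6.97 ± 0.67 (SE). In cold, Bradi4g35570 was at 86.6 ± 60.4 CPM with no count in either control library, at least 199.9-fold higher in each, and Bradi3g28210 at 281 ± 197 CPM, at least 646-fold higher in each library. Bradi2g39830 and Bradi1g08357 had log2 fold changes of -4.05 ± 0.62 and -3.19 ± 0.52 (SE), and the first was at 1.27 and 3.41 CPM in the cold replicates. In submergence, Bradi3g47307 had a log2 fold change of 9.75 ± 1.33 (SE), but its replicates were at 43.6 and 473 CPM, and Bradi1g12360 one of 9.06 ± 0.76 with replicates at 143 and 528 CPM. Bradi4g23800 and Bradi3g20677 had -4.97 ± 0.48 and -4.61 ± 0.48, and the latter was at 1.42 and 0.413 CPM in the replicates. In heat, Bradi2g02410 was at 49.5 ± 23.9 CPM with no count in control, at least 148-fold higher in each library, and Bradi5g04080 rose from 2.13 ± 0.409 to 5638 ± 2530 CPM, a log2 fold change of 11.37 ± 0.49 (SE). Bradi1g12130 and Bradi3g43870 had log2 fold changes of -6.56 ± 1.24 and -5.41 ± 0.35 in heat, and the control replicates of the first were at 114 ± 75.1 CPM (SD).

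Overlap between stresses was counted as genes called in both with the same direction. Drought and submergence shared 5024 genes, drought and cold 3623, drought and heat 1831, cold and submergence 1466, submergence and heat 1275, and cold and heat 486. Requiring a log2 fold change of at least 1 moved these counts most, to 186 for cold and heat. Genes called in both but in opposite directions numbered from 352 for cold and submergence to 881 for drought and heat. Cold and heat had the smallest excess of same-direction over opposite-direction genes. Because the stresses share their control libraries, unchanged groups were simulated 10 times against those controls. The simulations gave a mean of 0.0333 genes called in both, and a mean correlation of log2 fold changes of 0.485 across genes. Unchanged groups have almost no calls to share, so 0.0333 is no baseline for stresses with many calls. The overlap that the numbers of calls alone would give was not computed. The overlap counts therefore do not show sharing beyond chance. The observed correlations were 0.551 for drought and cold, 0.430 for drought and submergence, 0.260 for cold and submergence, 0.190 for submergence and heat, 0.145 for drought and heat, and 0.0666 for cold and heat. The simulated 0.485 holds where all differences from control are noise. It is no baseline for stresses that changed many genes, so a lower observed value does not show less sharing. With a separate control library for each stress, an alternative chosen after seeing the data, the correlations were 0.494 for drought and cold, 0.416 for drought and submergence, 0.194 for cold and submergence, 0.101 for drought and heat, 0.0962 for submergence and heat, and -0.0334 for cold and heat. All 4 stresses called 353 genes, of which 218 moved in the same direction in all 4 (95 higher and 123 lower).

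Whether mRNAs with prominent cleavage moved together was tested for the 146 tested genes with a site at Level 3 or 4. Their median log2 fold change minus that of the other tested genes was -0.17 in drought, 0.092 in cold, -0.057 in submergence and -0.15 in heat. Without control replicate 2 the value in drought was -0.084, without drought replicate 2 it was -0.26, and without control replicate 1 the value in submergence was -0.015. No stress passed the threshold in limma's camera test with a preset correlation (adjusted p = 0.677, 0.403, 0.677 and 0.403), with unadjusted p of 0.524, 0.116, 0.677 and 0.201. Under an estimated correlation no stress passed either, and under fry only cold did (adjusted p = 0.0330; 0.0330 to 0.608 over the 8 alternatives). Of the 146 genes, 40 were called higher and 54 lower in drought, 28 and 9 in cold, 23 and 27 in submergence, and 6 and 19 in heat. With genes at Level 4 only (55 tested), the difference in heat was -0.30 and passed the threshold (adjusted p = 0.0232; 0.0232 to 0.822 over the 8 alternatives). The differences between stresses in this set were not past the threshold for any of the 6 pairs, the largest being 0.27 for cold minus heat (adjusted p = 0.184).

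The study listed 10 gene and stress pairs in which PARE and mRNA changed in opposite directions, and the mRNA change of these pairs was tested here. The list was chosen by the study on these libraries, so it is not independent evidence. In edgeR, 8 of the 10 pairs had an adjusted p under 0.05 over all genes tested, and 9 of 10 when adjusted over the list alone. The first count was 6 with the 4 libraries of each comparison alone, under upper quartile scaling and under library size alone, and 8 under the other 4 alternatives. In cold, Bradi1g11800 (NF-YA, miR169) rose from 49.1 ± 5.49 to 85.7 ± 5.55 CPM (SD, n = 2), with a log2 fold change of 0.81 ± 0.15 (SE, adjusted p = 0.00400). Bradi2g59200 (LCR, miR394) rose from 31.7 ± 1.68 to 43.2 ± 1.17 CPM (log2 fold change 0.45 ± 0.13, adjusted p = 0.0359), and it was not past the threshold under upper quartile scaling (adjusted p = 0.145; 0.0332 to 0.324 over the 7 alternatives), with log2 fold changes of 0.17 under library size alone and 0.18 from the deposited TPM. Bradi2g35720 (TIR1, miR393) had a log2 fold change of 0.47 ± 0.17 in cold and was not past the threshold over all genes (adjusted p = 0.0800), and its value was 0.19 under library size alone and from the deposited TPM. The paper lists a p-value for each RNA-seq change and names no adjustment for it. It also followed NF-YA, TIR1 and LCR by quantitative RT-PCR in a cold time course and reported that all rose. Those measurements were not analysed here. In drought, Bradi3g52547 (GRF, miR396) had a log2 fold change of 0.93 ± 0.23 (adjusted p = 0.00564), which was 0.60 without drought replicate 2; some of its reads were split with other genes, as its expected counts were not whole. Bradi2g28153 (miR5177) had 0.78 ± 0.23 (adjusted p = 0.0115), which was lost under upper quartile scaling (adjusted p = 0.0574; 0.00356 to 0.0820 over the 7 alternatives). Bradi2g38552 (miR390) had 0.64 ± 0.34 with overlapping libraries and was not past either threshold (adjusted p = 0.125), and it was 0.13 without drought replicate 2 and 1.02 without drought replicate 1. In submergence, Bradi2g35720 rose from 43.9 ± 2.01 to 99.7 ± 0.960 CPM (log2 fold change 1.18 ± 0.17, adjusted p = 0.00124), Bradi3g05510 (SPL11, miR156) had 0.56 ± 0.19 (adjusted p = 0.0445; 0.0621 with only the 4 libraries of the comparison, the highest of 7 alternatives, with a log2 fold change of 0.32 without submergence replicate 1), Bradi5g08680 (F-box, miR393) had 0.45 ± 0.14 (adjusted p = 0.0325), and Bradi3g50930 (GRAS, miR171) fell, with -0.75 ± 0.16 (adjusted p = 0.00787). In the deposited table the sites of these genes were at Level 4 for Bradi2g59200, Bradi2g38552, Bradi3g52547 and Bradi3g50930, at Level 3 for Bradi1g11800, Bradi2g35720 and Bradi3g05510, and at Level 2 for Bradi2g28153 and Bradi5g08680.

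**Figure D3:**
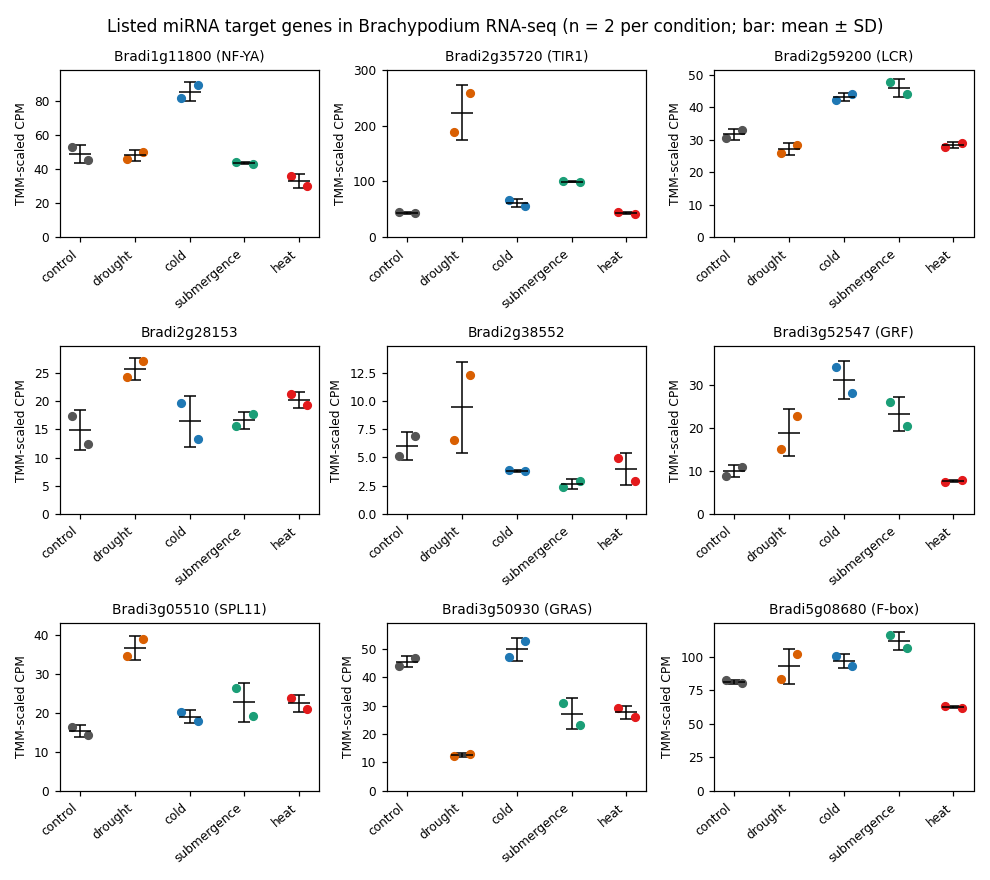
TMM-scaled CPM (vertical axes) of the 9 listed genes in each RNA-seq library (points), by condition (horizontal axes), with the mean and SD of the 2 replicates in black. Bradi2g35720 is at 43.9 CPM in control, 224 in drought, 60.7 in cold, 99.7 in submergence and 43.7 in heat.

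The difference between stresses was then tested for the 9 genes of the list over the 6 pairs of stresses. Of the 54 tests, 35 had an adjusted p under 0.05 over these tests and 34 over all genes; both alternatives, the 8 stress libraries alone and the replicate block, gave 35. Bradi3g51077 (AGO1a), the known target of miR168, had its site at Level 1, with an abundance of 1 TP10M and 0.199% of the PARE abundance of the transcript. Its mRNA was at 13.6 ± 0.0438 CPM in control and 5.06 ± 0.469 in drought (SD, n = 2), a log2 fold change of -1.43 ± 0.18 (SE, edgeR adjusted p = 8.17e-05). In cold, submergence and heat its log2 fold changes were 0.23, 0.23 and 0.21, none past the threshold in edgeR (adjusted p = 0.354, 0.302 and 0.385).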

Values the study reported

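The study reported 25,863 predicted target sites in Brachypodium, of which 9788 had PARE sequences, with 60 sites at Level 4, 137 at Level 3, 440 at Level 2 and 9151 at Level 1. For sorghum it gave 1852 sites with PARE evidence, at 28, 44, 72 and 1708 from Level 4 down to Level 1. For switchgrass it gave 1092 sites with PARE evidence, of which 49 were at Level 4, 55 at Level 3, 60 at Level 2 and 928 at Level 1. These switchgrass counts are lower than those of the deposited data, while the site counts of Brachypodium and sorghum are the same. Its RNA-seq log2 fold changes for cold were 0.822 for Bradi1g11800, 0.484 for Bradi2g35720 and 0.463 for Bradi2g59200. For submergence it reported 1.180 for Bradi2g35720 and −0.750 for Bradi3g50930, and for drought 0.983 for Bradi3g52547.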

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

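The tests of scaling, of split reads and of library labels took their present form only after the result was seen. Each of the 9 listed genes differed between some pair of stresses in the test of the difference itself, and the largest such difference of each gene is given as a log2 value from edgeR, adjusted over the 54 tests. Bradi2g35720 was 2.35 higher in drought than in heat (adjusted p = 6.93e-06), Bradi3g52547 was 2.02 higher in cold than in heat (adjusted p = 6.57e-05), Bradi2g38552 was 1.82 higher in drought than in submergence (adjusted p = 0.00142) and Bradi1g11800 was 1.37 higher in cold than in heat (adjusted p = 4.95e-05). Bradi3g05510 was 0.95 higher in drought than in cold, Bradi5g08680 was 0.83 higher in submergence than in heat and Bradi2g28153 was 0.64 higher in drought than in cold (adjusted p = 0.0291). For Bradi3g50930 the difference of drought minus cold was -1.99, and for Bradi2g59200 that of drought minus submergence was -0.76. In all 9 cases the 2 libraries of one stress lay apart from the 2 of the other. How often other genes differ between stresses was not set beside this. In drought 64.9% of tested genes were called against control, so such differences cannot be read as a property of miRNA targets.

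Several technical explanations are argued against by the tables. With every library thinned to the smallest total, all 9 differences kept their sign and an adjusted p under 0.05. All 9 did so when the 100 most abundant genes were left out of the scaling, and all 9 did so after a trend of fold change with gene length was removed. Each of the 10 libraries correlated best with the other library of its own group, which argues against an exchange of single libraries between groups. An exchange of the labels of whole groups would leave these correlations as they are, so it was not tested. Under RLE, upper quartile and library size scaling, 8 of the 9 differences kept sign and threshold. That of Bradi2g28153 had an adjusted p of 0.0517 under upper quartile scaling, so for this gene the stress and the scaling cannot be told apart, because its value lies at the threshold. Expected counts of 8 of the 9 genes were whole in all 10 libraries, so their reads were not split with another gene. For Bradi3g52547 an expected count lay up to 0.480 from a whole number, and the share of split reads behind it is not known, so this explanation stays open for that gene. For the other genes a difference between the stress treatments stays open as a hypothesis, since it was found and tested on the same libraries, and sampling batches are not given by the labels.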

How the results depend on the processing

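Over 342 recomputed values, the main directions and calls mostly held, with the exceptions below. The correlations with separate controls, the crossed replicate numbers and the sites drawn at random were chosen after seeing the data. Where no cause is named for a change, the cause was not tested.

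Counts of changed genes stayed within 1.5 times the main count under DESeq2, the exact test, fits to 4 libraries, all scalings, both count filters and the replicate block. Requiring a log2 fold change of at least 1 left 3370 genes in cold, 3823 in submergence and 2013 in heat, and an unadjusted p under 0.05 gave 8183 in cold and 7768 in heat, both by construction. The same-direction overlaps fell by construction with the fold change criterion to 2265 (drought and cold), 2489 (drought and submergence), 764 (drought and heat), 636 (cold and submergence), 186 (cold and heat) and 404 (submergence and heat). With 1 control library for each stress, the correlation for cold and heat reversed to -0.0334, and the other 5 were lower but stayed above 0, from 0.0962 for submergence and heat to 0.494 for drought and cold.

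The replicate numbers did not pair the libraries: the correlation of same-numbered deviations was from -0.174 for submergence and heat to 0.137 for control and cold. With the replicate block 15023 genes were called in drought, 4772 in cold, 7028 in submergence and 3569 in heat, and the block changed no call of the listed genes or of the set. With the heat numbers crossed, 4354 genes were called in heat. Leaving out a library leaves an arm of 1, so no counts of calls were made that way.

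For the target set, genes with Level 1 as their highest level gave 0.13 in drought and 0.030 in submergence, opposite to the main sign (adjusted p = 0.822 in both). Fry passed the threshold in cold (0.092, adjusted p = 0.0330), and Level 4 alone passed in heat (-0.30, adjusted p = 0.0232). Leaving out 1 library at a time, the difference ranged from -0.26 (without drought replicate 2) to -0.084 (without control replicate 2) in drought, 0.075 to 0.13 in cold, -0.053 to -0.015 (without control replicate 1) in submergence and -0.18 to -0.10 in heat. Log2 fold changes of the listed genes kept their sign in all fits but not their size. In cold, library size alone gave 0.17 for Bradi2g59200, 0.19 for Bradi2g35720 and 0.53 for Bradi1g11800, and the deposited TPM gave 0.18, 0.19 and 0.53. The deposited TPM also moved Bradi2g35720 (1.39), Bradi3g50930 (-0.50) and Bradi5g08680 (0.68) in submergence. The remaining pairs were not counted as moved, but their values also changed with the deposited TPM. It gave 0.81 for Bradi3g05510 in submergence, and in drought 0.35 for Bradi2g38552, 0.64 for Bradi3g52547 and 0.54 for Bradi2g28153. With drought replicate 2 left out the log2 fold change of Bradi2g38552 was 0.13 and that of Bradi3g52547 was 0.60. Of the 10 listed pairs, 8 passed over all genes in 4 of 7 alternatives and 6 in the other 3. For single genes and correlations, 18 values changed: 6 weaker, 11 moved and 1 reversed. The weaker ones were Bradi2g59200 in cold (3 settings), Bradi2g28153 in drought (2) and Bradi3g05510 in submergence (1).

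Counting each miRNA and site pair gave 148 Level 4 entries in Brachypodium, 86 Level 3 and 82 Level 4 entries in sorghum, and 154 Level 3 and 127 Level 4 entries in switchgrass, more by construction. A peak share of at least 5% put 94 sites in Brachypodium, 53 in sorghum and 91 in switchgrass at Level 4, as a looser criterion must. Taking only sites with at least 2 TP10M as evidence left 1661, 300 and 268 sites. The relation of score to any PARE read was the least stable. In sorghum the odds ratio for the expectation became 1.24 at a limit of 2 (adjusted p = 0.133), 0.883 at a limit of 4 (adjusted p = 0.0436), 1.28 with pairs (adjusted p = 0.00252), 1.57 with the site of highest level per transcript (adjusted p = 0.000808) and 1.13 with a site drawn at random (adjusted p = 0.422). For both programs it was 1.41 with pairs (adjusted p = 5.63e-06), 1.64 with the site of highest level (adjusted p = 6.17e-05) and 1.09 with a site drawn at random (adjusted p = 0.551). The site of highest level is chosen by the outcome, and pairs count the same site and its reads more than once. Neither can therefore show a reversal past the threshold. Over 200 random draws in sorghum, the median odds ratio for the expectation was 1.12 (from 0.944 to 1.30). For both programs it was also 1.12 (from 0.934 to 1.30). In Brachypodium the site of highest level gave 0.899 and 0.895, and a site drawn at random 0.620 and 0.649, both past the threshold. The conserved families in switchgrass had an odds ratio of 1.37 with pairs. Level 3 and 4 results for the scores kept direction and threshold in all alternatives, as did the relation of TPM with any read.

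The planned comparison of cleavage between stress and control was not run, as the tables hold no values per library. The site counts rest largely on abundances of 1 TP10M, and the gene calls on 2 libraries per group. What more libraries would change was not tested.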

Other observations

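The tests of the difference between species, of the target set in heat, and of sites at all levels were chosen only after the result was seen.

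Most Brachypodium sites with a PARE read were at Level 1 (93.5%), and 87.1% of these had an abundance of 1 TP10M. A candidate explanation is fragments of general mRNA decay that happen to start at a predicted site. If so, a better predicted site should gain no reads at a given mRNA abundance. Among 23147 sites at Level 0 or 1 with an expectation, stratified by the 10 bins of TPM, the Mantel-Haenszel odds ratio of a read at an expectation of at most 3 against above 3 was 0.504 (95% interval 0.448 to 0.568), whereas for Level 3 and 4 against Level 0 it was 5.81 (4.27 to 7.90). The first set leaves out sites that passed a criterion, and holds 1898 of the 2001 sites at an expectation of at most 3. With sites of all levels the ratio of any read was 0.609 (0.545 to 0.680), and with 1 site per transcript drawn at random it was 0.678 (0.577 to 0.797). Decay alone predicts a ratio of 1 and cleavage a ratio above 1, so neither predicts these values, and what lowers them could hide a gain. For sites at Level 1, decay and weak cleavage cannot be told apart, because the cause of the low ratio is not known. A second test rests on the library name of each site, whose meaning is not stated in the table. The condition of the library named for a Level 1 site was the condition with the highest mean TPM of its gene for 21.9% of 7946 sites, above the 19.0 to 20.7% given by shuffled library names (one-sided permutation p = 0.0001, the smallest that 10000 shuffles can give). That excess is small, and mRNA abundance may account for a part of the naming, if the name is that of the library the reads came from. At Level 3 and 4 the share was 29.5% of 88 sites against a shuffled mean of 20.5% (permutation p = 0.0229). Single Level 1 sites cannot be judged from this, as the AGO1a site shows, which is a known target at Level 1.

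The larger share of Level 3 and 4 sites in switchgrass may come from the miRNAs used for prediction. With sites of the 21 conserved families alone, switchgrass (8.91%) and sorghum (8.01%) no longer differed (adjusted p = 0.553, Fisher's exact test), which is consistent with that explanation for this pair. Against Brachypodium (3.12%) a difference remained (odds ratio 3.04, adjusted p = 4.89e-14, against 4.32 over all miRNAs). The families as listed therefore do not account for all of it. Passenger arms were counted as conserved in this comparison, and it was not repeated without them. Reads shared between duplicated transcripts were also tested, because switchgrass is polyploid: sites of the same library name, abundance and miRNA family with at least 10 TP10M were counted once, which removed 38 of 137 such sites in switchgrass, 25 of 356 in Brachypodium and 2 of 103 in sorghum. The share in switchgrass was then 6.27%, still higher than in Brachypodium (1.94%, adjusted p = 2.90e-17) and sorghum (3.89%, adjusted p = 0.00199). The selection of transcripts as homologs of Brachypodium targets, the depth of the libraries and the tissues sampled stay open and were not tested.

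The peak criterion that the level column followed was a share of at least 20% of the PARE abundance of the transcript, where the text of the study names a lower share. With a share of 10%, Level 4 would hold 82 sites in Brachypodium, 42 in sorghum and 77 in switchgrass, in place of 60, 28 and 55, and 131, 27 and 40 sites would change level.

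In Brachypodium the tables named 14 libraries, of which 10 are stress or control libraries of this series and 4 are not samples of this series. Those 4 were named for 1464 of the 9788 sites with a PARE read but for 103 of the 197 sites at Level 3 or 4 (52.3%). The paper lists libraries of those names as root, leaf, stem and panicle libraries of Brachypodium. It also mentions 4 PARE libraries of its earlier work. The root, leaf, stem and panicle libraries of this series, 4 in number, were named for 0 sites. In sorghum and switchgrass all 10 libraries of each were named.

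The median log2 fold change of the 146 genes with a Level 3 or 4 site was -0.14 in heat. Of 10000 random lists matched on expression and gene length, 0.440% had a lower median, so those properties do not account for it. In cold the set lay at percentile 95.7, in submergence at 19.2 and in drought at 11.3. Correlated expression among the genes may explain the low median in heat, since matched random lists do not carry that correlation. Camera does not decide this: its unadjusted p was 0.201 with the preset correlation and 0.304 with one estimated from the set. Neither is past the threshold. Fry gave an unadjusted p of 0.0375 (adjusted p = 0.075), and genes at Level 4 only passed in camera with the preset correlation (adjusted p = 0.0232). A response of miRNA targets to heat therefore stays an open hypothesis.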
